A study of Mus musculus with 12 samples.

How the data were processed

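R-loops are structures in which an RNA strand pairs with one strand of the DNA and displaces the other. They were mapped by DNA-RNA immunoprecipitation with S9.6, an antibody that binds RNA-DNA hybrids. Per the labels, 12 libraries were made from HEPA1-6, a mouse hepatoma cell line, and from mouse liver. They fall into 6 groups of 2 libraries: immunoprecipitate, immunoprecipitate treated with RNase H1, and input DNA, for each source. RNase H1 degrades the RNA of a hybrid and serves as the control for specificity. Per the labels' protocols, genomic DNA was extracted and immunoprecipitated after a published method for R-loop mapping, then sonicated, end-repaired, ligated to adapters, amplified with more PCR cycles for immunoprecipitates than for inputs, and sequenced as paired-end reads.

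The analysis started from 1 deposited peak list per source. Each list gave the chromosome, start, end, name, score and strand of every peak, with no header. Per the deposited peak names, a merged immunoprecipitate was set against an input. Which libraries were merged, the aligner, the peak caller, its thresholds, the genome build and the way a strand was given to a peak are stated neither in the labels nor in the lists. The score deposited by the authors is a whole number of 10 or more per peak. Its scale is not stated, so it was used to rank and describe peaks within a list and never to compare heights between lists. Values of single libraries and of the RNase H1 treated libraries were not analysed here. The sequencing depth behind the peaks is therefore unknown, and so is the share of peaks that RNase H1 would remove. A deeper library yields more peaks, so the lengths of both lists carry this uncertainty.

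With 1 list per source there is no spread between replicates, and no p-value is given for any difference between the sources. Printed intervals are 95% Wilson intervals over peaks or genes, and bootstrap intervals (1000 resamples of peaks) for medians and correlations. They cover counting error only, and neighbouring peaks are not independent. To judge alternatives, the fold over random placement had an interval from the 2.5 and 97.5 percentiles of the placements. The Jaccard index had one from 1000 resamples of whole chromosomes.

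The genome build was settled from the positions. A RefSeq gene table of assembly GRCm38.p6 (49943 genes on chromosomes 1 to 19, X and Y) was laid over the peaks. Peaks with a strand overlapped a gene in 94.3% (HEPA1-6) and 90.8% (liver-labelled) of cases. After a shift of all peaks by 20000 bp these shares were 78.0% and 73.7%. The lists were read as GRCm38, and peak coordinates are printed 1-based. The table holds gene boundaries but neither exons nor strands, so positions within a gene were not divided into exon, intron and untranslated region. The planned promoter class assumed an annotation or a strand per gene. In its place, the strand of a gene was read from the authors' strand of peaks that overlap that gene and no other, by majority over both lists, which gave 7930 genes. Of 5593 genes with 2 or more such peaks, 4423 (79.1%) had peaks of 1 strand only. Of 3723 genes with a strand from each list alone, 3415 (91.7%) had the same strand in both. Promoters and transcript ends were windows of 1 kb on either side of the 5′ and 3′ boundary of the 7767 protein-coding and lncRNA genes among them. These genes were selected because they hold a peak, which raises the share of peaks at their boundaries above that of random positions.

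Peaks were called shared when they overlapped by at least 1 bp. Chance levels came from 1000 placements of the peaks at random positions on the same chromosomes, between the outermost peak or gene, with widths kept (100 placements where an overlap of 50% of both peaks was required). A gene held a peak when its body with 1 kb on both sides overlapped one. This was counted over 21887 protein-coding genes. Lists of hepatocyte, cell cycle and housekeeping genes were set before the data were examined, as were the comparisons, the main settings and all alternatives except the use of gene strands from the other list. A list of developmental regulator genes was added later. No gene belongs to more than 1 of these 4 lists, while 9 hepatocyte genes are also among the editing loci and 4 housekeeping genes among the R-loop loci named in the results. For each list, the number of genes with a peak was placed among 10000 random lists of the same size matched on gene length (20 length classes). The percentile describes these peak lists and is not a test between sources.

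The text names, whatever their values, 15 loci used for or reported around AAV-mediated editing and integration in mouse liver and 5 loci often used as positive loci in R-loop immunoprecipitation. It also names the 5 highest-scoring peaks of each list and the 5 shared pairs with the lowest sum of score ranks. The interval functions were tested on simulated data: with 14848 liver-labelled peaks of which a part was planted on HEPA1-6 peaks, 100% of the planted peaks were found, and a list placed at random had a fold of 1.05. Random gene lists drawn from the 21887 genes had a mean percentile of 49.6. Alternatives changed the overlap rule, the score threshold, the list length, the window, the chromosomes used, the kind of random placement, the gene flanks and the matching of gene lists. GC content and GC skew were not analysed here, because no genome sequence was used. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.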

Results

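R-loops were mapped in HEPA1-6 hepatoma cells and in mouse liver, in a series on how R-loops bear on genome editing with adeno-associated virus (AAV) vectors. The question addressed here is where S9.6 peaks lie in each source, and how far the cell line and the tissue share them, above all at loci used for AAV-mediated editing. The data were 1 list of peaks for each source, called on a merged immunoprecipitate against an input. There are no replicate lists, so differences between the lists have no replicate check, and the depth of the libraries is unknown. The second list is called liver-labelled throughout, because cell cycle genes held peaks in it far more often than hepatocyte genes did.

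The HEPA1-6 list held 28717 peaks covering 56.42 Mb, and the liver-labelled list held 14908 peaks covering 21.56 Mb. The HEPA1-6 list was thus 1.93 times as long in peaks and 2.62 times as long in bases. The median peak width was 1091 bp in HEPA1-6 (interquartile range 578 to 2327 bp) and 881 bp in the liver-labelled list (440 to 1695 bp). No peak overlapped or duplicated another of its list, and the smallest gap between neighbours was 899 bp and 940 bp, respectively. The authors' score had a median of 21 in HEPA1-6 (range 10 to 29098) and of 22 in the liver-labelled list (range 10 to 15543). A strand was missing for 1178 HEPA1-6 peaks (4.10%) and for 2275 liver-labelled peaks (15.3%). Peaks without a strand lay mostly outside genes: 17.4% of them overlapped a gene in HEPA1-6 and 9.76% in the liver-labelled list, against 94.3% and 90.8% of peaks with a strand.

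To compare the sources, peaks were intersected. Of the HEPA1-6 peaks, 9137 (31.8%, 95% interval 31.3 to 32.4%) overlapped a liver-labelled peak. Of the liver-labelled peaks, 11310 (75.9%, 75.2 to 76.5%) overlapped a HEPA1-6 peak. Requiring an overlap of 50% of both peaks moved the liver-labelled share most, to 27.4%. On chromosomes 1 to 19, X and Y, 9113 HEPA1-6 peaks were shared, whereas 1000 random placements of the liver-labelled peaks gave a mean of 704 and a range of 615 to 786. The overlap was 12.9 times the random mean, and remained above it, at 5.83 times, when the peaks were moved to random genes rather than to random positions. In bases, 17.91 Mb were shared, which was 83.0% of the liver-labelled bases and 31.7% of the HEPA1-6 bases, with a Jaccard index (shared bases over bases in either list) of 0.298.

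Sharing differed by strand class in the liver-labelled list only. There, 86.0% of peaks with a strand (85.4 to 86.6%) and 19.4% of peaks without one (17.8 to 21.1%) overlapped a HEPA1-6 peak. In HEPA1-6 the corresponding shares were 31.8% (31.2 to 32.3%) and 33.3% (30.6 to 36.02%), with overlapping intervals. Among 10864 overlapping pairs with a strand in both lists, 1516 (14.0%) had opposite strands. A peak of the pair touched 2 or more genes in 63.6% of these pairs, against 24.96% of pairs on the same strand.

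Shared peaks scored higher and were wider than unshared peaks of the same list. In HEPA1-6 the median score was 34 for shared and 18 for unshared peaks, a difference of 16 (bootstrap interval 16 to 17), and the median width was 2695 bp against 841 bp. For the liver-labelled list the median score was 23 against 18, a difference of 5 (5 to 5), and the median width was 1026 bp against 613 bp. Wider peaks also have a larger chance of an overlap. Across the 11310 overlapping pairs, the ranks of the scores in both lists were correlated (Spearman's rho 0.574, bootstrap interval 0.560 to 0.587). This correlation is across peaks, which are not independent replicates. With an overlap of 50% of both peaks it was 0.736.

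Peak positions were then set against annotated genes. In HEPA1-6, 91.2% of peaks (90.8 to 91.5%) overlapped a gene, against a mean of 51.5% in random placements. The liver-labelled share was 78.6% (77.9 to 79.2%), against 50.3%. Peaks within 1 kb of either boundary of a protein-coding or lncRNA gene made up 29.7% in HEPA1-6 (random mean 9.01%) and 34.1% in the liver-labelled list (7.94%). For genes with a strand read from the peaks, 14.1% of HEPA1-6 peaks (13.7 to 14.5%) lay at promoters and 12.9% (12.5 to 13.3%) at transcript ends. The random means were 1.35% and 1.34%. In the liver-labelled list, 18.1% (17.5 to 18.7%) lay at promoters and 12.4% (11.9 to 13.0%) at transcript ends, with random means of 1.18% and 1.17%. The excess over random positions is raised by construction, since these genes were selected for holding a peak. Gene strands taken from the other list alone lowered the promoter shares to 9.92% in HEPA1-6 and 15.9% in the liver-labelled list. The midpoint of a peak in place of its whole interval moved the HEPA1-6 transcript end share most, to 6.20%.

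**Figure D1:**
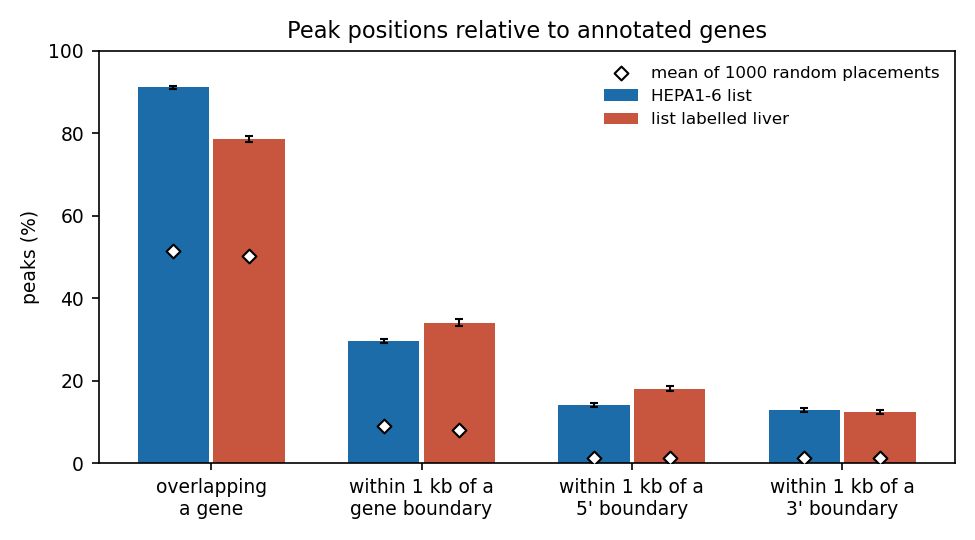
Share of peaks (%) that overlapped a gene or lay within 1 kb of a gene boundary, a 5′ boundary or a 3′ boundary, for the HEPA1-6 list (blue bars) and the liver-labelled list (red bars), with 95% Wilson intervals and the mean of 1000 random placements (diamonds). Every bar lies above its diamond, and at 5′ boundaries the bars stand at 14.1% and 18.1%.

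Promoters held more peaks than transcript ends in the liver-labelled list: 2324 peaks lay at a 5′ boundary only and 1482 at a 3′ boundary only. In HEPA1-6 these counts were 3270 and 2927, and the order depended on the window, since within 2 kb the shares were 17.2% at promoters and 17.3% at transcript ends.

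At the level of genes, 9191 of 21887 protein-coding genes (42.0%) held a HEPA1-6 peak and 6491 (29.7%) a liver-labelled peak. Both lists had a peak at 6077 genes, which was 93.6% of the genes with a liver-labelled peak. A peak was found in HEPA1-6 only at 3114 genes and in the liver-labelled list only at 414 genes. When the HEPA1-6 list was shortened to the 14908 highest-scoring peaks, the counts for one list only came to 1751 and 789 genes.

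Gene lists set in advance were used to compare the sources. Of 39 hepatocyte genes found in the gene table (40 listed), 8 (20.5%, 10.8 to 35.5%) held a HEPA1-6 peak and 7 (17.9%, 8.98 to 32.7%) a liver-labelled peak. Random lists matched on gene length had medians of 18 and 12 genes. The hepatocyte list stood at percentile 0.095 of these lists in HEPA1-6. In the liver-labelled list it stood at percentile 3.44, and 485 of 10000 random lists held as few genes, so that it was not clearly apart from random lists there. Of 36 cell cycle genes, 32 (88.9%, 74.7 to 95.6%) held a HEPA1-6 peak and 25 (69.4%, 53.1 to 82.0%) a liver-labelled peak. Random medians were 17 and 12 genes, and 0 of 10000 random lists held as many in either case. Of 36 housekeeping genes, 36 (100%, 90.4 to 100%) and 31 (86.1%, 71.3 to 93.9%) held a peak, with random medians of 15 and 11 genes and again 0 of 10000 random lists as high. In the liver-labelled list, the intervals of the cell cycle and hepatocyte shares did not overlap. All 25 cell cycle genes with a liver-labelled peak also held a HEPA1-6 peak. Hepatocyte genes with a peak in both lists were Alb, Apoa2, Apoe, Trf, Hpx and Rbp4, and Fah held one in the liver-labelled list only. These genes were named after their values were seen where they were not among the loci chosen beforehand.

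**Figure D2:**
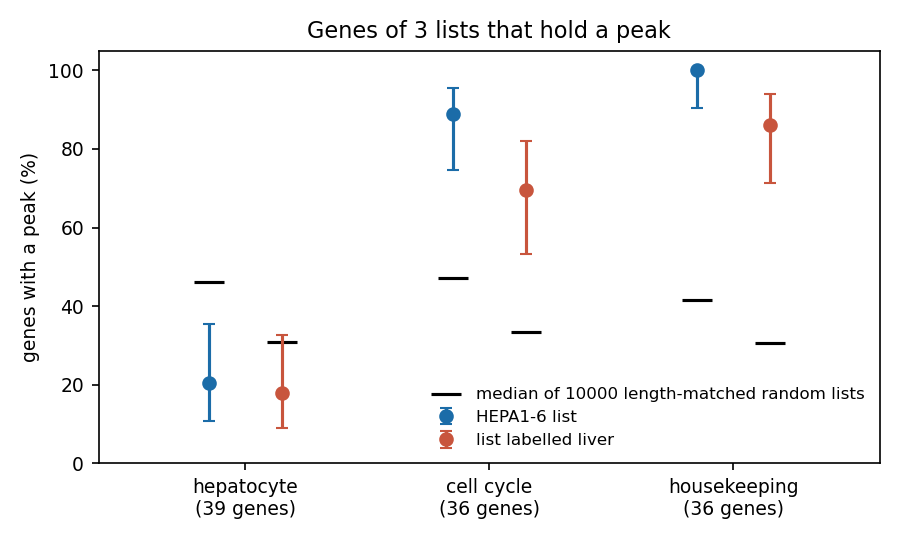
Share of genes (%) with a peak in 3 gene lists, for the HEPA1-6 list (blue) and the liver-labelled list (red). Points are shares with 95% Wilson intervals over genes, and black bars are medians of 10000 random lists matched on gene length. The cell cycle shares (88.9% and 69.4%) lie above their random medians and the hepatocyte shares (20.5% and 17.9%) below.

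Among 15 loci used for or reported around AAV-mediated editing and integration, 8 held a HEPA1-6 peak, 8 a liver-labelled peak and 7 a peak in both. Neither list had a peak at Apoa1, Ttr, Otc, Rian, Meg3 or Mirg. A peak below the authors' threshold would not be listed, so these loci were without a called peak at this unknown depth. At Alb, the albumin gene on chromosome 5, each list had 2 peaks. The first spanned positions 90472694 to 90473107 (GRCm38) in both lists and scored 109 in HEPA1-6 and 54 in the liver-labelled list. The second spanned 90474303 to 90476903 in HEPA1-6, with a score of 670, and 90474371 to 90475665 in the liver-labelled list, with a score of 40. List medians were 21 and 22. At the neighbouring Afp, the alpha-fetoprotein gene, 3 HEPA1-6 peaks reached a score of 55 and 2 liver-labelled peaks a score of 31. The peaks with these scores overlapped on the same strand. The other liver-labelled peak (90509825 to 90511372, score 19) lay on the strand opposite to the HEPA1-6 peak it overlapped (90507341 to 90511372, score 54). At Gt(ROSA)26Sor on chromosome 6, often used for transgene insertion, the same interval, 113075272 to 113079260, was called in both lists, with scores of 370 and 184. A further HEPA1-6 peak there scored 17.

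**Figure D3:**
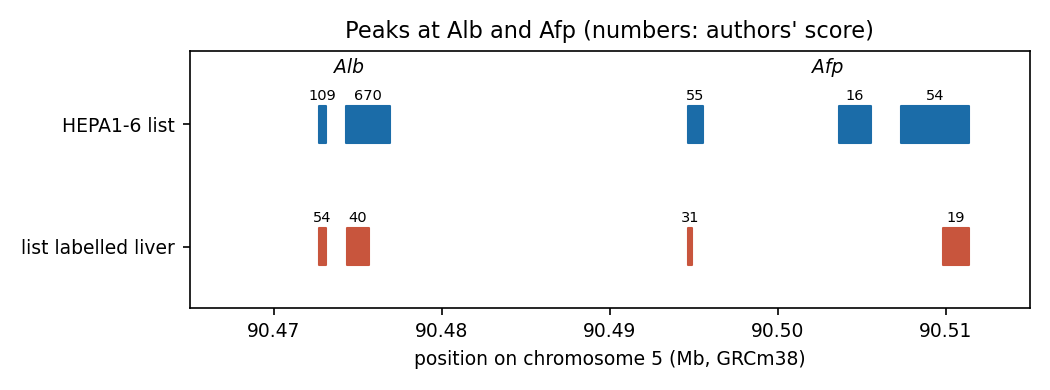
Peaks at Alb and Afp on chromosome 5 (position in Mb, GRCm38) in the HEPA1-6 list (blue) and the liver-labelled list (red), drawn to scale, with the authors' score above each peak. Both lists share the first Alb peak exactly, and the highest score drawn is 670 within the HEPA1-6 list and 54 within the liver-labelled list.

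At Apoe on chromosome 7, a HEPA1-6 peak of 20641 bp (19695969 to 19716609, score 63) covered the positions of both liver-labelled peaks (scores 23 and 30). Apoa2 held 1 peak in each list (scores 37 and 38), on opposite strands. Trf held 4 HEPA1-6 and 3 liver-labelled peaks, with top scores of 38 and 30. Mir122 on chromosome 18 held 2 and 1, with top scores of 49 and 18. Hamp held a peak in HEPA1-6 only (score 25). Fah held a peak in the liver-labelled list only, a 286 bp interval on chromosome 7 (84605220 to 84605505, score 44).

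Of 5 loci often used as positive loci in R-loop immunoprecipitation, all 5 held a HEPA1-6 peak and 4 a liver-labelled peak, the exception being Tfpt. Actb on chromosome 5 held 1 wide peak in each list, from 142896958 to 142907000 in HEPA1-6 (score 513) and from 142897632 to 142907000 in the liver-labelled list (score 281). Rpl13a held 1 peak in each list (scores 111 and 40). Calm3 held 4 and 1 peaks and Airn 10 and 3 peaks.

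The highest-scoring nuclear peaks lay mostly outside genes. In HEPA1-6 the highest-scoring peak was on chromosome 14 (124801485 to 124802242, score 29098), followed by peaks on chromosome 12 (120028089 to 120029022, 10769), the mitochondrial genome (positions 70 to 16191, 10189), chromosome 1 (195371535 to 195371971, 7721) and chromosome 18 (90601696 to 90602639, 6669). The liver-labelled list was led by a mitochondrial peak (345 to 8436, score 15543), followed by chromosome 14 (124801576 to 124802204, 13071), chromosome 4 (118547063 to 118548728, 5799, over the predicted gene Gm40237), and chromosome 12 (120028686 to 120029005, 5671, and 97061434 to 97061789, 5570). The 5 shared pairs with the lowest rank sums were the pairs on chromosomes 14, 12 and 18 and both mitochondrial pairs. On chromosome 18 the liver-labelled peak (90601696 to 90602608) scored 3753, and the second mitochondrial peak of that list (9935 to 16155) scored 3216. Each of these peaks on chromosomes 1, 14 and 18, and the peaks at 120028089 and 120028686 on chromosome 12, was the last peak of its chromosome.

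Peaks were unevenly spread over chromosomes. Chromosome 15 held 2072 HEPA1-6 peaks (7.22% of the list, 6.92 to 7.52%) and 2234 liver-labelled peaks (14.99%, 14.4 to 15.6%). It was the only autosome with more liver-labelled than HEPA1-6 peaks. Of its liver-labelled peaks, 22.4% had no strand (20.7 to 24.2%), against 10.7% on the other autosomes (10.1 to 11.2%). The X chromosome held 335 and 538 peaks, and 79.9% of the liver-labelled ones had no strand.

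**Figure D4:**
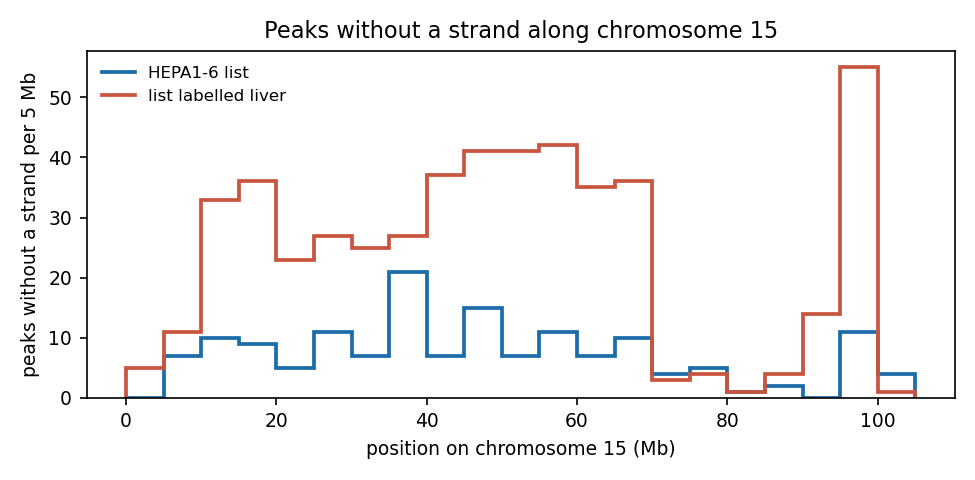
Number of peaks without a strand per 5 Mb along chromosome 15 (position in Mb) in the HEPA1-6 list (blue) and the liver-labelled list (red). The liver-labelled list held 419 such peaks from 0 to 70 Mb, 12 from 70 to 90 Mb and 69 from 90 to 100 Mb, and the HEPA1-6 list held 127, 12 and 11.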

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

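Across 69 alternatives for 30 results, 29 values stayed within the interval of the reported value, within 1.5 times a reported count or on the same side of the random lists, and 40 moved. Of the 29, 7 were fixed by construction (merged intervals, and equal numbers for the liver-labelled list) and 4 were percentiles at the top of their scale, which leaves 18 that bear on stability. The alternatives that took gene strands from the other list were chosen after seeing the data.

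For the shares of peaks by position, every alternative moved the value beyond its interval. A window of 2 kb, which takes in more positions by construction, gave 17.2% (HEPA1-6) and 22.4% (liver-labelled) at promoters, 95.2% and 84.0% in gene bodies with this flank, and 17.3% and 17.2% at transcript ends. The midpoint of the peak, which takes in fewer, gave 8.31% and 13.0%, 87.7% and 74.3%, and 6.20% and 7.46%. In the 50% of each list with the higher score these shares were 20.8% and 24.2%, 92.2% and 81.4%, and 18.2% and 15.6%. With gene strands from the other list only, promoters held 9.92% and 15.9% and transcript ends 9.31% and 10.3%, over a different set of genes for each list. The promoter share was higher in the liver-labelled list in each of these settings, but none of them gave both lists equal numbers of peaks. The share rises with score: the higher-scoring 50% of HEPA1-6 (20.8%) exceeded the whole liver-labelled list (18.1%). The order of the lists may therefore depend on their lengths. That promoters exceeded transcript ends held in each setting for the liver-labelled list, and for HEPA1-6 in all but the 2 kb window.

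For the overlap, requiring 50% of both peaks gave 14.2% of HEPA1-6 and 27.4% of liver-labelled peaks, and 49.0 times the random mean. Counting peaks within 1 kb gave 32.6% of HEPA1-6 peaks and 8.53 times. The higher-scoring 50% gave 34.9% and 78.3%, and 19.8 times. With equal numbers of peaks, the shares were 52.2% and 67.0%, the fold was 16.7, and the Jaccard index was 0.360. Moving the liver-labelled peaks to random genes gave 5.83 times, as part of the overlap comes from both lists lying in genes. A circular shift gave 13.9 times. The overlap stayed above random placement in all of these settings. Leaving out the Y chromosome and unplaced or mitochondrial sequences moved the shares and the fold by less than their intervals. Merging intervals changed nothing because no intervals of a list touch, and so says nothing about stability.

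With an overlap of 50% of both peaks, the score difference of shared against unshared peaks was 22 in HEPA1-6 and 7 in the liver-labelled list, and rho was 0.736. The cause was not tested. With equal numbers of peaks, genes with a peak in HEPA1-6 only numbered 1751 and those in the liver-labelled list only 789, against 3114 and 414 with all peaks, since this setting shortens the HEPA1-6 list. It leaves the liver-labelled list as it is, so it is no check on the gene list shares there. Against random lists not matched on length, the hepatocyte list stood at percentile 5.15 in the liver-labelled list, and the cell cycle and housekeeping lists stayed at percentile 100 in both lists.

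No paired analysis was possible because the labels share replicate numbers but the data used here are 1 pooled list per source. For the same reason, leaving out each replicate and the replicate block were not run. The alternatives for GC content and GC skew were not run, because no genome sequence was used. The unknown depth limits every count of peaks found in one list only: a peak missing from the shorter list can lie below its threshold.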

Other observations

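The random lists matched on gene length were planned, although what they would show of gene length as an explanation was written down only after the peaks at these genes had been seen. The comparison with developmental regulator genes was set before its result was seen. The tests of low sensitivity and of a mixed sample, the comparison of matched with unmatched random lists as a test of length, and the tests of chromosome 15, of the X chromosome windows, of chromosome ends and of peak edges, were chosen after the result was seen. None of them has a replicate check.

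Of 36 cell cycle genes, 25 held a liver-labelled peak, among them Mki67, Top2a, Cdk1 and Plk1, while 32 of 39 hepatocyte genes held none. The cell cycle genes were named after their values were seen. The order would be surprising for adult liver, where few cells divide and hepatocyte genes are strongly transcribed, although transcription was not measured here. Gene length is argued against for the cell cycle peaks, since 0 of 10000 random lists matched on length held as many. CpG-rich promoters irrespective of transcription are also argued against by 38 developmental regulator genes, a class known for such promoters (sequence was not examined here). Of these genes, 5.26% held a liver-labelled peak (1.46 to 17.3%), far below the cell cycle genes (53.1 to 82.0%), and 7.89% a HEPA1-6 peak. Whether CpG-rich promoters of transcribed genes account for the order was not tested. For the scarcity at hepatocyte genes, low sensitivity across all genes is argued against. The same list had a peak at 69.4% of cell cycle genes and 86.1% of housekeeping genes. A loss of weaker peaks at hepatocyte genes cannot be excluded this way, since the depth and the threshold are unknown. Gene length does not account for the scarcity, since random lists matched on length held a mean of 12.2 genes with a liver-labelled peak, more than the 11.6 of lists not matched. Still, 485 of 10000 matched lists held as few genes as the hepatocyte list, so the scarcity itself may be chance.

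A candidate explanation that stays open is the presence of RNA-DNA hybrids of HEPA1-6 or other dividing cells in the libraries labelled liver (mixed or mislabelled sample). It predicts that cell cycle genes with a liver-labelled peak hold a HEPA1-6 peak as well, and 0 of the 25 lacked one. This is limited evidence, because only 4 of the 36 cell cycle genes have no HEPA1-6 peak. Other values also go with this explanation. HEPA1-6 peaks lay at 93.6% of the genes with a liver-labelled peak and at 86.0% of liver-labelled peaks with a strand. Liver-labelled peaks also lay at Afp, a gene active in fetal liver and hepatoma. Afp carries little weight, however. Its liver-labelled peak of score 19 lay below the list median of 22. That peak was on the strand opposite to the HEPA1-6 peak it overlapped, which decides nothing, because how strands were given to peaks is not stated. The peak of score 31 was on the same strand as its HEPA1-6 partner but 234 bp wide, the smallest width of its list. Peaks without a strand go the other way: only 19.4% of the 2275 in the liver-labelled list overlapped a HEPA1-6 peak, so hybrids of HEPA1-6 cells would not account for most of them. This bears on hybrids only. For the 501 of them on chromosome 15, DNA of a cell line is considered below as a possible source. Housekeeping genes and any genes active in both sources would also be shared without a mixture. The 414 genes with a peak in the liver-labelled list only, Fah among them, need another source or a peak that fell below the threshold in HEPA1-6. Dividing cells within the liver, and R-loops at cell cycle genes of resting hepatocytes, could give the same lists and were not tested. Values of single libraries would help to separate these.

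The excess of liver-labelled peaks without a strand on chromosome 15 came in steps. These peaks numbered 29.9 per 5 Mb from 0 to 70 Mb, 3 from 70 to 90 Mb, 34.5 from 90 to 100 Mb and 1.28 beyond, against 2.67 on the other autosomes. HEPA1-6 had a smaller excess from 0 to 70 Mb, with 9.07 per 5 Mb there, then 3, 5.50 and 5.13, against 1.89 on the other autosomes. Peaks with a strand made up 1733 of the 2234 liver-labelled peaks on the chromosome. More genes on chromosome 15 is argued against for the peaks without a strand: the segment from 0 to 70 Mb held 16.1 protein-coding genes per 5 Mb, fewer than the 85.3 from 70 to 90 Mb and the 41.3 on the other autosomes. From 90 to 100 Mb the number was 52.5, also below that of the segment before it. Weak peaks near the authors' threshold stay open as a part of it. Of the liver-labelled peaks without a strand, 28.5% (26.1 to 31.0%) of those in the lower-scoring 50% of the list lay on chromosome 15, but 13.3% (11.3 to 15.6%) of those in the higher-scoring 50%. The latter interval overlaps that of HEPA1-6, where the higher-scoring share was 9.58% (7.34 to 12.4%). The lower-scoring share in HEPA1-6 was 15.9% (13.3 to 18.8%), so the order was the same there. Over peaks with and without a strand, the higher-scoring shares were 12.6% (11.9 to 13.4%) in the liver-labelled list and 7.49% (7.07 to 7.94%) in HEPA1-6. These argue against weak peaks alone for the excess counted over all peaks. A copy number difference between the immunoprecipitated DNA and its control may explain the steps. It predicts that peaks with a strand, which were not used to find the steps, follow them. The ratio of liver-labelled to HEPA1-6 peaks with a strand was 1.10 from 0 to 70 Mb, 0.526 from 70 to 90 Mb, 1.09 from 90 to 100 Mb and 0.571 beyond, against 0.425 on the other autosomes. Per Mb of protein-coding gene, the liver-labelled list had 46.5, 29.3, 59.7 and 27.9 such peaks in these segments and 11.2 on the other autosomes, while HEPA1-6 had 42.3, 55.7, 54.6 and 48.8, and 26.4 elsewhere. Peaks with a strand were therefore in excess along the whole chromosome in both lists, and a copy number difference limited to the segments with the steps leaves this part unexplained. HEPA1-6 thus showed a step at 70 Mb in peaks without a strand but no fall there in peaks with one. More transcription on chromosome 15 stays open for the peaks with a strand, because RNA was not measured here. If an immunoprecipitate carried DNA of a cell line with extra copies of these segments and its input did not, such steps could arise, which would tie this pattern to a mixed sample. This reading does not by itself account for the smaller HEPA1-6 excess from 0 to 70 Mb, where the cells and their input would carry the same copies. Copy number was not measured here, and a copy number change in the animals was not tested.

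On the X chromosome, 281 of 538 liver-labelled peaks (52.2%) lay between 30 and 35 Mb, 264 of them without a strand, where HEPA1-6 had 44 peaks. A further 98 lay between 0 and 5 Mb (85 without a strand, against 10 HEPA1-6 peaks in all) and 53 between 5 and 10 Mb (36 without a strand, against 38 in all). Of 70 genes between 30 and 35 Mb, 21 belong to the Btbd35f and Spin2 families, as do 13 of 54 between 0 and 5 Mb and 1 of 147 between 5 and 10 Mb. These 3 windows held 35 of the 40 genes of both families on the chromosome and 385 of its 430 liver-labelled peaks without a strand. Reads shared between near-identical gene copies could produce such clusters. They cannot be told apart from enrichment in these windows without the genome sequence and the authors' handling of reads with several positions. No biological explanation was tested.

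Of the 20 highest-scoring HEPA1-6 peaks, 14 were the last peak of their chromosome, as were 7 of the 20 in the liver-labelled list. Repeat copies collapsed in the assembly at chromosome ends might concentrate reads there, as might a true enrichment of RNA-DNA hybrids at chromosome ends, where telomeric repeats are transcribed. These cannot be told apart without the sequence of the peaks and the RNase H1 treated libraries.

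Peaks of both lists often ended on the same base. Of 11310 overlapping pairs, 2990 (26.4%) had identical starts, 239.2 times the mean number per offset of 1 to 5 bp in either direction, and 2986 had identical ends. Both edges were identical in 721 pairs (6.37%). Fixed fragment ends from digestion before immunoprecipitation could give such edges, if a restriction digest was used, which the labels do not state. Borders of regions to which reads cannot be aligned would do the same, and these cannot be told apart without a genome sequence. If edges are set by fixed fragments, the width of a peak may overstate the length of the hybrid inside it, and sharing by 1 bp counts fragments rather than hybrids. With an overlap of 50% of both peaks, 14.2% of HEPA1-6 and 27.4% of liver-labelled peaks were shared.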
